A study of Homo sapiens with 32 samples.

How the data were processed

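The series holds chromatin immunoprecipitation sequencing (ChIP-seq) of the transcription factor HNF4α in 3 human pancreatic ductal adenocarcinoma cell lines, Panc10.05, BxPC3 and AsPC1. Of its 32 libraries, 18 are immunoprecipitated libraries with a peak list each, and these are the ones analysed. The other 14 are input libraries without antibody, which were not used here. Per the labels' protocols, cells were crosslinked with disuccinimidyl glutarate followed by formaldehyde. Groups were taken from the labelled cell line, genotype and antibody, and replicate numbers from the sample titles, giving 9 groups of 2 libraries. For the BxPC3 P2-α8 libraries the title names α8 together with P1, while the genotype label reads P2-α8; the genotype label was used.

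Each deposited file is a narrowPeak list of 1 library, so peaks were called per sample and not on pooled replicates. In the deposited lists, the fold enrichment of each peak is a linear ratio, its p-value and q-value are given as −log10, and an integer score repeats 10 times the −log10 q rounded down. These values are the authors' own; they were used only to rank, filter or describe peaks within the list they belong to. The peak caller, the aligner, the control used for calling, the genome build and the read depth are not stated in the labels or the lists as read here, so the sequencing depth behind each list is unknown and no interval for reads can be given. The lowest −log10 q was just above 8 in each Panc10.05 and BxPC3 list and just above 2 in each AsPC1 list, so peak numbers were not compared between these lines. A longer list can come from deeper sequencing, a better immunoprecipitation or more binding, which the lists alone do not separate.

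The lists held peaks on chromosomes 1 to 22, X and Y only, and no list held overlapping rows. Coordinates are those of the lists, written 1-based; a region that merges overlapping peaks of several lists is given by its merged start and end. Gene names and neighbours came from a RefSeq gene table of assembly GRCh38.p14, whose own coordinates are not printed. Because no build is named, its fit was checked: in 18 of 18 lists a larger share of summits lay within 1 kb of an end of a protein-coding gene (5.33% to 18.8%) than after the summits were shifted by 100 kb (3.46% to 4.88%). The nearest gene was the nearest of 20037 protein-coding genes to the middle of a region. A group-specific region outside its nearest gene is called near it, with no limit on the distance. The table has no strand and no transcript starts, and no genome sequence was used here. The share of summits on an HNF4 motif and the share of peaks at promoters, both planned, were therefore not analysed here, and loci were searched within 50 kb of the gene's span in place of its transcript starts.

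Peaks were counted as shared when they overlapped by at least 1 bp. The similarity of 2 lists was the Dice overlap, the peaks of either list that overlap a peak of the other over all peaks of both. Same-group and different-group pairs were compared within 4 strata of cell line and antibody by a one-sided exact permutation test over all 405 regroupings. Peak numbers were compared on the log2 scale by two-sided exact permutation tests with Benjamini-Hochberg adjustment over 6 comparisons. Group-specific regions were regions of the merged union of 4 lists found in both lists of one group and in neither list of the other. They are given beside the same count for the 2 mixed splits, which pair libraries across groups. Equal lengths were set within each stratum. Ranks within a list are percentiles by fold enrichment, 100 being the strongest. The share of P1-antibody peaks that overlap a pan-HNF4α peak has an exact (Clopper-Pearson) 95% interval, which covers counting error only. The comparison of lists between Panc10.05 and BxPC3 was added after the data were seen. The library names put each cell line in a sequencing series of its own, so line and batch cannot be told apart.

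Named items followed rules set before the data were examined. They were a fixed list of 22 loci and, in each comparison and direction, the 3 group-specific regions with the highest mean percentile in the lists of their group. Some items that these rules select are not reported here. Alternatives set before the data were examined were a −log10 q of at least 5, all contigs, every row as deposited, reciprocal overlap of 50%, summits within 100 bp, lists of equal length by fold or by −log10 p, leaving out each replicate, a replicate block, the union of all AsPC1 pan-HNF4α lists, and loci within 10 kb. Alternatives chosen after seeing the data were a −log10 q of at least 8 and of at least 20 in every list, and leaving out each replicate for the group-specific regions. Under the rules of reciprocal overlap and of summit distance, group-specific regions were counted as peaks of each replicate and averaged.

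The overlap code was tested on simulated data and against bedtools 2.31.1, with 0 differing calls. For a simulation of the Panc10.05 comparison drawn from a list of 39111 peaks, 228 of 228 group-specific regions present in both lists of their group were recovered. These regions were placed away from all other peaks, so their recovery checks the code and not sites beside other peaks. That simulation held 2795 regions specific by group against 2616 in the larger mixed split, so most regions counted as specific there came from peaks missed at random. The similarity test gave a permutation p-value at or under 0.05 in 4% of 200 simulated data sets without a group effect. Each Dice value was drawn independently there, so this checks the code only. It does not cover pairs that share a list or lists of unequal length. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.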

Results

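HNF4α is a nuclear receptor transcribed from a pair of promoters, P1 and P2, which give isoforms with different N-termini. Its binding was mapped by ChIP-seq in 3 pancreatic ductal adenocarcinoma cell lines. In Panc10.05 and BxPC3, doxycycline induced either the P1 isoform α2 or the P2 isoform α8, and an antibody against all HNF4α isoforms (pan-HNF4α) was used. BxPC3 cells received 500 ng/mL doxycycline for both isoforms. Panc10.05 cells received 25 ng/mL for P1-α2 and 12.5 ng/mL for P2-α8, so that isoform and dose differ together in that line. In AsPC1, CRISPR interference (CRISPRi), which represses transcription with a guide RNA, was directed at P1 (sgP1) or P2 (sgP2), beside a control guide (sgNC). All 3 AsPC1 genotypes were mapped with the pan-HNF4α antibody, and sgNC and sgP2 also with an antibody specific to P1 isoforms. Each of the 9 groups had 2 libraries. The data are the authors' peak lists, 1 per library, and read depth is unknown.

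Peak number varied between replicates. The Panc10.05 lists held 24828 and 34146 peaks for P1-α2 (29487 ± 6589, SD, n = 2) and 39111 and 33646 for P2-α8 (36379 ± 3864, SD, n = 2). The BxPC3 lists held 41808 and 33737 peaks for P1-α2 (37773 ± 5707, SD, n = 2) and 12681 and 14666 for P2-α8 (13674 ± 1404, SD, n = 2). With the pan-HNF4α antibody, the AsPC1 lists held 24295 and 15118 peaks for sgNC, 14038 and 11686 for sgP1, and 12345 and 15116 for sgP2. With the P1-specific antibody they held 697 and 260 peaks for sgNC and 5200 and 3916 for sgP2. The median peak width was 265 and 278 bp in the sgNC lists of the P1-specific antibody and 313 to 497 bp in the other lists.

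**Figure D1:**
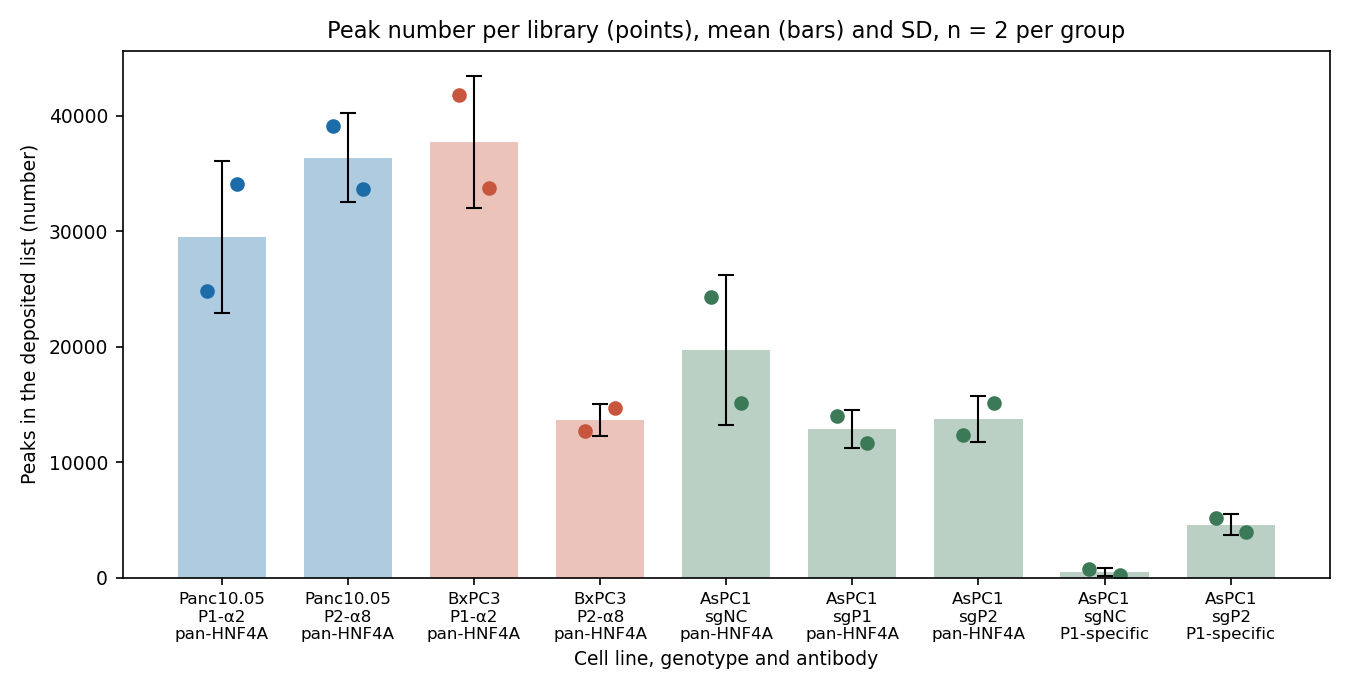
Number of peaks in each deposited list (y axis) by cell line, genotype and antibody (x axis); points are libraries, bars are group means and error bars are the SD, n = 2 per group. The BxPC3 P2-α8 lists (12681 and 14666 peaks) lie below both BxPC3 P1-α2 lists (33737 and 41808), while the Panc10.05 groups overlap.

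The first question was whether lists of one genotype resembled each other more than lists of different genotypes. Averaged over the 4 strata of line and antibody, the mean Dice overlap was 0.693 for same-group pairs and 0.520 for different-group pairs. The difference of 0.173 had a one-sided exact permutation p of 0.00247, the smallest that the 405 regroupings allow. Of the alternatives, cutting the lists of a stratum to equal length by fold moved this difference most, to 0.0563, with the same exact permutation p of 0.00247. By stratum, the difference was 0.0861 in Panc10.05, 0.220 in BxPC3, 0.0288 in AsPC1 with the pan-HNF4α antibody and 0.358 in AsPC1 with the P1-specific antibody. At equal length by fold these differences were 0.0937, 0.0594, 0.0239 and 0.0481 in the same order, so that Panc10.05 had the largest. The AsPC1 pan-HNF4α stratum alone had an exact permutation p of 0.0667 (0.267 after Benjamini-Hochberg adjustment over 4 strata), the smallest its 15 regroupings allow. In the other strata the exact permutation p was 0.333, the smallest that 3 regroupings allow. In the AsPC1 pan-HNF4α stratum the ranges overlapped, with Dice values of 0.703 to 0.753 for same-group pairs and 0.609 to 0.755 for different-group pairs. No pair of replicates had identical lists.

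**Figure D2:**
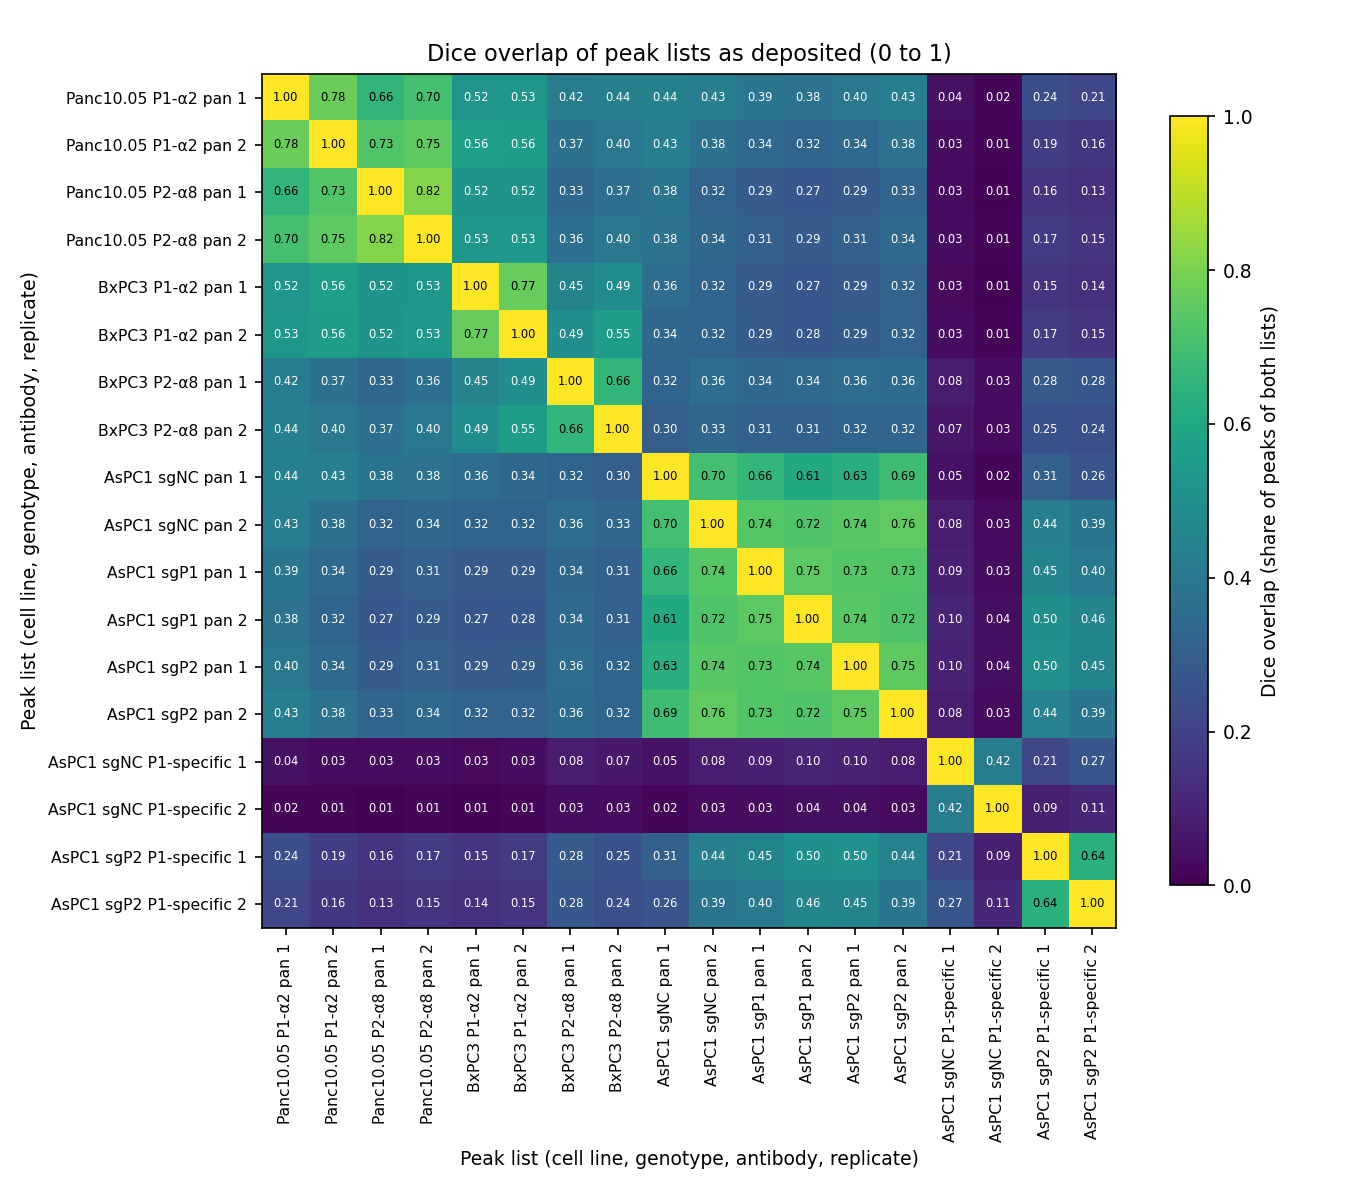
Dice overlap (color, 0 to 1) between each pair of the 18 deposited peak lists, ordered by cell line, genotype, antibody and replicate on both axes. The AsPC1 pan-HNF4α lists overlap each other by 0.609 to 0.755 across genotypes, and the BxPC3 lists by 0.446 to 0.555 across isoforms.

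Between the induced lines, lists of the same line resembled each other on average more than lists of different lines, with an exception in BxPC3. Pairs of the same line with different isoforms had a mean Dice overlap of 0.602, and pairs from different lines had 0.454 with the same isoform and 0.466 with different isoforms. Same-line pairs exceeded different-line pairs by 0.193, with a one-sided exact permutation p of 0.0286, the smallest that 35 splits of the 8 lists allow. The exception was BxPC3 P1-α2, whose full lists overlapped the BxPC3 P2-α8 lists by a mean of 0.494, the Panc10.05 P1-α2 lists by 0.543 and the Panc10.05 P2-α8 lists by 0.525. At an equal length of 12681 peaks these means were 0.594, 0.490 and 0.438, and the difference between same-line and different-line pairs was 0.1997. Line and sequencing batch cannot be told apart here.

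The next question was whether the isoforms differed in the sites they occupied. In Panc10.05 the peak number for P1-α2 relative to P2-α8 had a log2 ratio of -0.32, and the groups overlapped (two-sided exact permutation p = 0.667, where the smallest possible is 0.333). Leaving out P1-α2 replicate 1 moved this ratio most towards 0, to -0.09. In BxPC3 the log2 ratio was 1.46, larger than the spread between replicates (0.19 on the log2 scale), with both P1-α2 lists longer than both P2-α8 lists. Its exact permutation p of 0.333 (0.5 after Benjamini-Hochberg adjustment over 6 comparisons) is the smallest that 2 libraries against 2 allow. The covered length followed, with a log2 ratio of -0.37 in Panc10.05 and 1.72 in BxPC3. The difference of the log2 ratios between the lines was 1.78, with a two-sided exact permutation p of 0.111, where 36 labellings allow no p below 0.0556. Over both lines together the log2 ratio was 0.57 (exact permutation p = 0.278).

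In Panc10.05, 18736 regions were found in all 4 lists. P1-α2 had 1791 regions of its own, found in both of its lists and in neither P2-α8 list, and P2-α8 had 5370. The sum of 7161 compares with 1097 and 1857 in the mixed splits of the same libraries. At an equal length of 24828 peaks per list, the counts were 2706 and 3079. Leaving out a library relaxes the rule and moved the counts most, to 5615 for P1-α2 without its replicate 1 and to 11658 for P2-α8 without its replicate 2. The group-specific regions ranked low in their lists, at a median percentile of 33.5 for P1-α2 and 36.3 for P2-α8, against 67.9 for regions in all 4 lists. The P1-α2 regions with the highest mean percentile lay near PTPRC (chromosome 1, 198845648 to 198846235), inside LIN9 (chromosome 1, 226268534 to 226269209) and near CTNNA3 (chromosome 10, 65684752 to 65685347). Those of P2-α8 lay near PCK1 (chromosome 20, 57577341 to 57578306, percentiles 99.2 and 98.3), inside MTSS1 (chromosome 8, 124630863 to 124631659, percentiles 98.0 and 98.7) and near CORO2B (chromosome 15, 68485725 to 68486510).

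In BxPC3, 8648 regions were found in all 4 lists, 13330 were specific to P1-α2 and 61 to P2-α8. The sum of 13391 compares with 1006 and 518 in the mixed splits. At an equal length of 12681 peaks per list, which largely forces the directions to be similar in size, the counts were 1554 and 1208, and their sum of 2762 compares with 1649 and 826. A mixed split therefore came nearer to the split by isoform once list length was equal. Leaving out P1-α2 replicate 2 raised the P1-α2 regions to 24891, and leaving out P2-α8 replicate 1 raised those of P2-α8 to 510. The P1-α2 regions with the highest mean percentile lay inside RP1 (chromosome 8, 54779955 to 54780580), HIPK3 (chromosome 11, 33269050 to 33269575) and CPXM2 (chromosome 10, 123867982 to 123868685). Those of P2-α8 included a region inside MCC (chromosome 5, 113361659 to 113362136) and one near LOC124903401 (chromosome 14, 83981994 to 83982343).

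**Figure D3:**
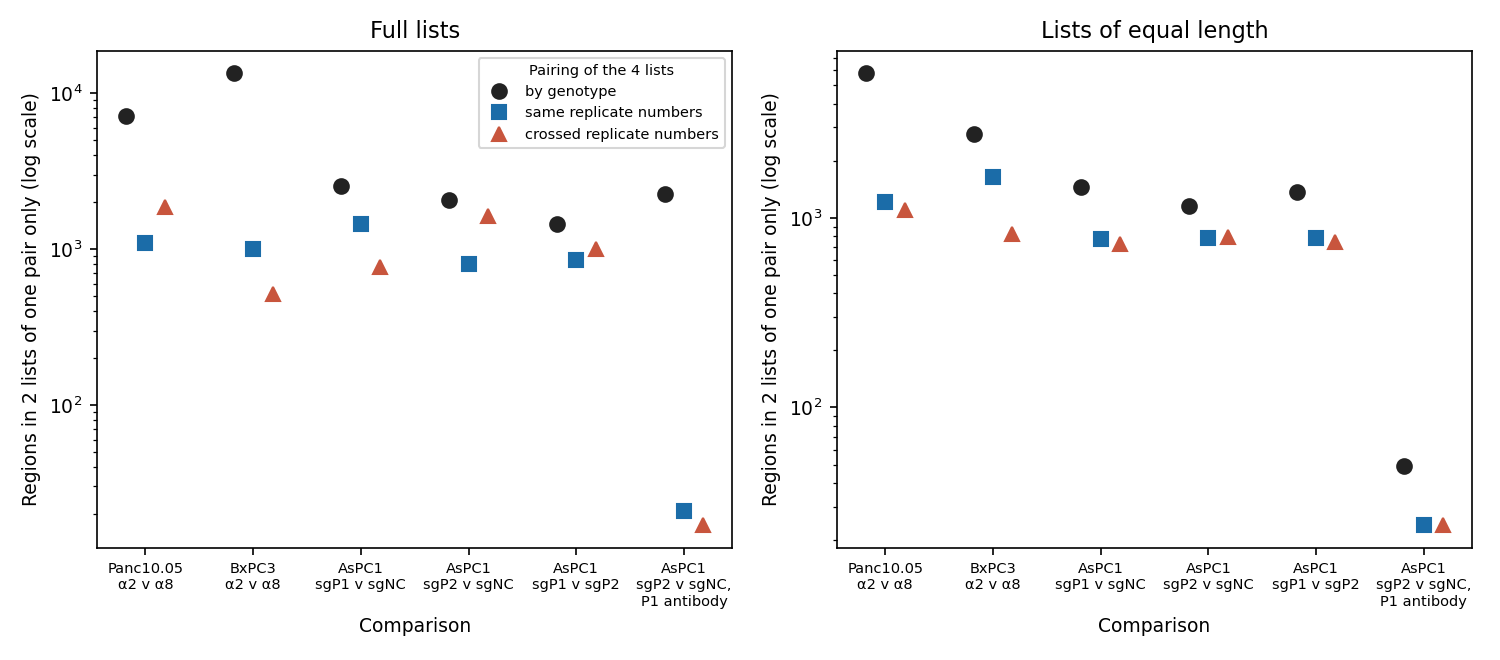
Regions found in both lists of one pair and in neither list of the other (y axis, log scale) for each comparison (x axis), with full lists on the left and lists of equal length on the right. Circles pair the 4 lists by genotype, squares and triangles pair them across genotypes; by genotype Panc10.05 has 7161 regions in full lists and 5785 at equal length.

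In AsPC1 the targeted gene itself was examined first. A pan-HNF4α peak just outside HNF4A (chromosome 20, 44354854 to 44355943 in sgNC replicate 1) was present in both sgNC lists, at percentiles 91.0 and 91.5, and in both sgP1 lists, at 86.0 and 82.4. It was absent from both sgP2 lists, whose nearest peaks lay 145 kb away in replicate 1 and 44.3 kb away in replicate 2. A second site, whose summit in sgNC replicate 1 lay 45.5 kb further along the chromosome (44400731 to 44401585), was present in both sgNC lists at percentiles 43.0 and 14.5. That site was absent from both sgP1 lists and from sgP2 replicate 1, and present in sgP2 replicate 2 at percentile 6.09. Neither site had a peak in the Panc10.05, BxPC3 or P1-antibody lists.

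**Figure D4:**
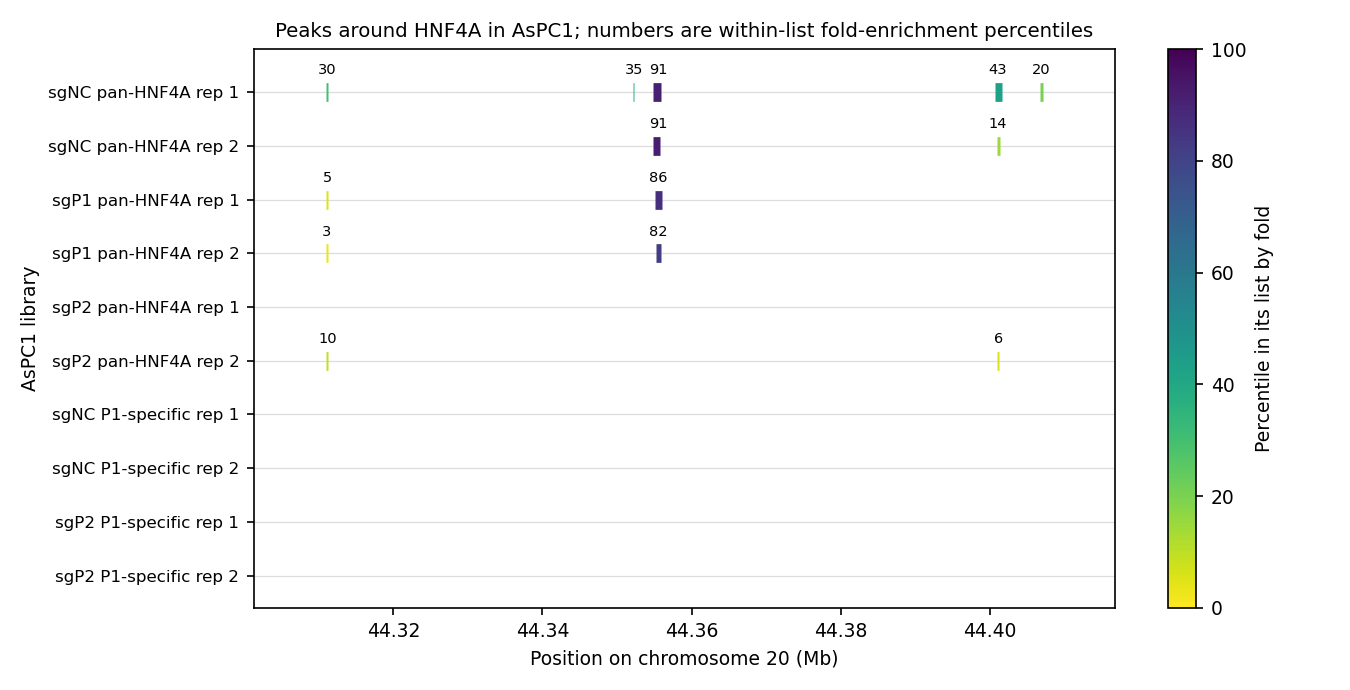
Peaks around HNF4A in the 10 AsPC1 lists (rows) by position on chromosome 20 in Mb (x axis); each bar spans a peak, and its color and number give its percentile by fold enrichment in its own list. The strongest site, at percentiles 82.4 to 91.5 in the sgNC and sgP1 lists, has no peak in either sgP2 list.

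CRISPRi against either promoter was compared with the control guide by the number and identity of pan-HNF4α peaks. The log2 ratio of peak number to sgNC was -0.58 for sgP1 and -0.49 for sgP2, beside a spread between replicates of 0.37 in each comparison. Without sgNC replicate 1, the longest AsPC1 list, the ratios were -0.24 and -0.15. With a −log10 q of at least 5, the sgP2 ratio was -0.46 and the lists of sgP2 and sgNC overlapped in length (two-sided exact permutation p = 0.667). With the full lists, both had an exact permutation p of 0.333 (0.5 adjusted), the smallest possible, and the second replicates of sgP2 and sgNC held 15116 and 15118 peaks. Between sgP1 and sgP2 the log2 ratio was -0.09 (exact permutation p = 0.667), which changed sign when sgP1 replicate 2 (0.039) or sgP2 replicate 2 (0.053) was left out.

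Regions specific to sgNC numbered 2411 against sgP1 and 1948 against sgP2, and regions specific to the CRISPRi genotype numbered 110 in each comparison. The sums of 2521 and 2058 compare with larger mixed splits of 1439 and 1634. With a −log10 q of at least 20, an alternative chosen after seeing the data, the sgP2 and sgNC sum of 570 was below the larger mixed split of 735. Leaving out sgNC replicate 2 raised the sgNC-specific regions to 10194 against sgP1 and 9450 against sgP2. Leaving out sgP1 replicate 2 raised the sgP1 regions to 1090, and leaving out sgP2 replicate 1 raised the sgP2 regions to 1195. Between sgP1 and sgP2, 562 regions were specific to sgP1 and 885 to sgP2, and the sum of 1447 compares with a larger mixed split of 998. These rose to 2680 without sgP1 replicate 2 and to 3513 without sgP2 replicate 1.

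The regions with the highest mean percentile in sgNC and absent from sgP1 included those near NCK2 (chromosome 2, 105968441 to 105969000) and near CNTN3 (chromosome 3, 75101381 to 75101918). In sgNC and absent from sgP2 they were the HNF4A site, a region near DYNC1LI2 (chromosome 16, 66714771 to 66715529) and one inside FHL1 (chromosome X, 136182909 to 136183559). Against sgP2, the sgP1 regions lay near MTNR1B (chromosome 11, 93017208 to 93018012), at the HNF4A site and inside HERC1 (chromosome 15, 63709127 to 63709808). The sgP2 regions against sgP1 lay inside TRIO (chromosome 5, 14467269 to 14467759), near VPS28 (chromosome 8, 144422848 to 144423999) and near MSRB3 (chromosome 12, 65635029 to 65635428). Over sgNC, the regions of sgP1 lay near CCDC85A, CHSY3 and MRPS31 and those of sgP2 inside ITM2B, AGBL1 and UTRN, at percentiles of 42.5 to 78.4.

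The P1-specific antibody was used to compare P1 isoform binding between sgP2 and sgNC. Peaks were more numerous in sgP2, with a log2 ratio of 3.41 that exceeds the spread between replicates (0.74), and both sgP2 lists were longer than both sgNC lists. The exact permutation p of 0.333 (0.5 adjusted) is the smallest possible. In the 4 lists, 2259 regions were specific to sgP2 and 4 to sgNC, and 191 were in all. The mixed splits held 21 and 17 regions. At an equal length of 260 peaks per list, 31 regions were specific to sgP2 and 18 to sgNC, and each mixed split held 24. Without sgP2 replicate 2 the sgP2 regions numbered 4535, and without sgNC replicate 2 the sgNC regions numbered 57. The sgP2 regions with the highest mean percentile lay near ABAT (chromosome 16, 8673992 to 8674768), inside CD82 (chromosome 11, 44601272 to 44601808) and inside TPMT (chromosome 6, 18147033 to 18147668). The sgNC regions with EMB, WSB1 and LINC02798 as nearest genes, at any distance, lay at percentiles of 0.287 to 7.31. They were thus among the peaks of lowest fold enrichment in their lists.

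Most P1-antibody peaks overlapped a pan-HNF4α peak of the same genotype. The share was 88.1% (exact 95% interval 87.2 to 89.0) of 5200 and 96.1% (95.5 to 96.7) of 3916 peaks in sgP2, and 91.8% (89.5 to 93.7) of 697 and 90.8% (86.6 to 94.0) of 260 peaks in sgNC. The mean shares, 92.1% ± 5.66 and 91.3% ± 0.744 (SD, n = 2), differed by 0.844 percentage points, less than the spread between replicates (two-sided exact permutation p = 1, where the smallest possible is 0.333). The difference changed sign without replicate 2 of the sgP2 P1-antibody lists (-3.16) and without replicate 1 (-0.0206) or 2 (-1.58) of the sgP2 pan-HNF4α lists. Requiring a reciprocal overlap of 50% moved the shares most, to 69.5% in sgP2 and 12.5% in sgNC. That rule also depends on peak width. Median widths in sgNC were 265 and 278 bp with the P1-specific antibody, against 454 and 428 bp with the pan-HNF4α antibody. With summits within 100 bp the shares were 85.9% in sgP2 and 85.8% in sgNC, so the 12.5% does not show different sites.

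Of the 22 loci fixed in advance, a peak within 50 kb in both replicates was found at 17 for each Panc10.05 isoform (12 for P1-α2 and 15 for P2-α8 within 10 kb), at 19 for BxPC3 P1-α2 and at 13 for BxPC3 P2-α8. With the pan-HNF4α antibody in AsPC1 the number was 13 for sgNC, 10 for sgP1 and 10 for sgP2. With the P1-specific antibody it was 9 for sgP2 and 0 for sgNC. Among them, GATA6, CDX2, LGALS4, VIL1, MUC13, CDH17 and TP63 had a peak in both replicates of each pan-HNF4α group and of the sgP2 P1-antibody group. TFF2 had a peak in both sgNC pan-HNF4α lists and in none of the sgP1 or sgP2 lists. Its strongest sgNC peaks, at percentiles 51.2 and 40.8, had the same percentiles as those of TFF1. They may be the same peaks and cannot be assigned to TFF2 alone. Within 50 kb of TFF1, sgP1 replicate 1 also had a peak, at percentile 9.77.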

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

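The alternatives with a −log10 q of at least 8 or at least 20, those of the comparison between the induced lines, and leaving out a replicate for the group-specific regions were chosen after seeing the data. Taking all contigs or every row as deposited changed 0 of 150 values, since the lists hold neither, and a −log10 q of at least 5 removed no peak from the Panc10.05 and BxPC3 lists. The planned motif and promoter shares were not run.

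The same-group similarity (0.173) kept its direction and its exact permutation p at or under 0.05 under the alternatives tried with a test, with differences from 0.0563 at equal length by fold to 0.206 at a −log10 q of at least 20. Leaving out each library gave 0.141 to 0.218. Within single strata, leaving out a library gave 0.0495 to 0.135 in Panc10.05, 0.139 to 0.300 in BxPC3 and 0.228 to 0.538 for the P1-specific antibody. In the AsPC1 pan-HNF4α stratum (0.0288), a −log10 q of at least 20 gave 0.0395 with an exact permutation p of 0.133, above the 0.0667 of the full lists. The excess of same-line over different-line similarity in the induced lines (0.193) ranged from 0.157 to 0.246 across all alternatives.

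Replicate numbers come from the titles and are not stated to mark a shared batch. Same-numbered libraries did not deviate together, with correlations of presence from -0.0674 to 0.0680 over the 6 comparisons, so the numbers were not taken as pairs. With a replicate block, the similarity difference was 0.173 with an exact permutation p of 0.0208. The block took no other exact permutation p across 0.05, but comparisons of 2 against 2 libraries cannot go below 0.5 under the block, or 0.333 without it, and say nothing about stability.

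Ratios of peak number kept their sign when a library was left out, except sgP1 to sgP2, but not their size. They were -0.55 to -0.09 in Panc10.05, 1.31 to 1.62 in BxPC3, -0.92 to -0.24 for sgP1 and -0.83 to -0.15 for sgP2 against sgNC, and 2.69 to 4.12 for the P1-specific antibody. The values nearest 0 for sgP1 and sgP2 were those without sgNC replicate 1. With a −log10 q of at least 5, 8 or 20 the sgP2 to sgNC ratio was -0.46, -0.41 or -0.39, and the lists of both groups overlapped in length. The difference of isoform ratios between lines (1.78) was 1.55 to 2.01 when a library was left out. The sgP1 to sgP2 ratio (-0.09) was -0.24 to 0.053, reversing without sgP1 replicate 2 (0.039) or sgP2 replicate 2 (0.053). With a −log10 q of at least 5, 8 or 20 it was -0.13, -0.19 or -0.32, and at 20 the lists of sgP1 (4603 and 3879 peaks) and sgP2 (4650 and 5976) no longer overlapped in length.

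The group-specific regions depend most on the settings. At equal length by fold, Panc10.05 had 2706 for P1-α2 and 3079 for P2-α8, BxPC3 had 1554 and 1208, sgP1 and sgNC had 615 and 837, sgP2 and sgNC had 541 and 611, and the P1-specific antibody gave 31 for sgP2 and 18 for sgNC. By −log10 p the numbers in the same order were 2841 and 3192, 1367 and 1029, 596 and 825, 476 and 602, and 42 and 23. Equal length removes weak peaks from the longer lists by construction. With reciprocal overlap of 50%, BxPC3 P2-α8 had 787.5 regions, sgP1 over sgNC 463, sgP2 over sgNC 549.5 and the sgNC P1-antibody lists 54. With summits within 100 bp the numbers were 206.5 for BxPC3 P2-α8, 342 for sgP1 over sgNC and 369.5 for sgP2 over sgNC.

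With a −log10 q of at least 8, sgP1 had 59 regions over sgNC and 311 over sgP2, sgNC had 1165 over sgP2, and the sgNC P1-antibody lists had 1. With at least 20, BxPC3 P2-α8 had 26, sgP1 and sgNC had 10 and 1037, sgP2 and sgNC had 33 and 537, sgP1 and sgP2 had 95 and 556, and the P1-specific antibody gave 832 for sgP2 and 0 for sgNC. The cause of these shifts was not tested beyond the smaller number of peaks.

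Leaving out a library relaxes the rule of both replicates, so these counts rise by construction. They were 2663 to 5615 for Panc10.05 P1-α2, 5958 to 11658 for Panc10.05 P2-α8, 15864 to 24891 for BxPC3 P1-α2 and 116 to 510 for BxPC3 P2-α8. They were 154 to 1090 for sgP1 and 3295 to 10194 for sgNC against each other, 165 to 1195 for sgP2 and 2644 to 9450 for sgNC, and 898 to 2680 for sgP1 and 1428 to 3513 for sgP2. For the P1-specific antibody they were 2299 to 4535 for sgP2 and 6 to 57 for sgNC.

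The mean share of P1-antibody peaks within pan-HNF4α peaks was 69.5% in sgP2 and 12.5% in sgNC with reciprocal overlap of 50%, and 85.9% and 85.8% with summits within 100 bp. It was 97.9% and 95.3% with a −log10 q of at least 8, and 99.0% and 94.0% with at least 20. In sgNC it was 93.9% with a −log10 q of at least 5, 94.7% against all AsPC1 pan-HNF4α lists and 89.2% to 91.8% when a library was left out. The sgP2 minus sgNC difference (0.844 percentage points) reversed to -1.40 against all AsPC1 pan-HNF4α lists and ranged from -3.16 to 4.85 when a library was left out, with -0.0206 and -1.58 without replicate 1 or 2 of the sgP2 pan-HNF4α lists. The cause was not tested.

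Loci with a peak within 10 kb fell to 12 for BxPC3 P1-α2, 8 for BxPC3 P2-α8, 12 for Panc10.05 P1-α2 and 15 for Panc10.05 P2-α8, so the equal numbers of the Panc10.05 isoforms within 50 kb did not hold. Leaving aside alternatives that remove no peak from the lists concerned, 17 of 156 values for single named regions moved, and 11 of 37 numbers of regions in both replicates. Depth is unknown, which limits every statement that a peak is absent from a list.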

Other observations

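The tests below were chosen after the results they weigh were seen, except those of an isoform preference shared between lines and of background shared by all libraries. The ratio of 2 that was needed to argue against list length or threshold, and the further needs that the lower 95% bound of the ratio by counting error reach 2 and that no alternative give a mixed split as large, were also set after values had been seen. So was the need, in the test of a shared preference, that mixed pairings stay below the predicted ratio before it counts as excluded.

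Group-specific regions were weighed against list length and against peaks near the calling threshold. At equal length, the split by genotype held more specific regions than the larger mixed split by a factor of 4.79 in Panc10.05, 1.67 in BxPC3, 1.87 for sgP1 and sgNC, 1.46 for sgP2 and sgNC, 1.74 for sgP1 and sgP2, and 2.04 for the P1-specific antibody. Among regions above the 50th percentile in both lists of their pair, the factors were 44.3, 1.72, 5.93, 3.38, 7.67 and 2.80 in the same order. List length and threshold are therefore argued against as the whole cause in Panc10.05, where 842 such regions compare with 19. For the P1-specific antibody, list length and threshold stay open, since few regions are left at equal length. They were 49 against 24, and 14 against 5 above the 50th percentile. In the full lists, 979 regions above the 50th percentile compare with 1 in the larger mixed split. With a −log10 q of at least 20, 832 specific regions compare with 5. The 979 regions were thus not among the weaker peaks of the lists that hold them. These lists differ in length, so the shorter ones can still miss such regions, and the counts do not tell threshold from length. In BxPC3 list length cannot be told apart from an isoform difference, because a mixed split held 1649 regions against 2762 for the split by isoform. In its full lists, 3537 regions above the 50th percentile compare with 105, and 12299 regions with 799 at a −log10 q of at least 20. The full lists differ in length, so these counts do not tell threshold from length either. At equal length the regions above the 50th percentile were 406 against 236, below the ratio of 2, so the threshold also stays open. For sgP1 and sgNC and for sgP1 and sgP2 the threshold is argued against as the whole cause. Length is argued against for the regions above the 50th percentile, which were counted at equal length (83 against 14 and 115 against 15), and stays open for the others. For sgP2 and sgNC both stay open, since a mixed split was larger (735 against 570) at a −log10 q of at least 20. In Panc10.05 isoform and doxycycline dose differ together, so isoform preference and induction level both remain untested explanations, as does a difference in immunoprecipitation quality that follows the groups. In BxPC3 the dose was equal, but the peak lists do not give the HNF4α level, so induction level remains untested there too.

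An isoform preference common to both induced lines was tested at equal list length, where regions specific in both lines would favour the same isoform at least 2 times as often as the opposite one. Of the regions that were isoform-specific in both lines, 108 favoured the same isoform and 122 the opposite one, or 46.96% the same, so the prediction was not met. The other 8 combinations of splits, which pair libraries across isoforms in at least 1 line, gave 25.7% to 73.1%. Chance pairings thus spread as widely as the effect looked for, and a shared preference is neither borne out nor excluded. In the full lists, whose lengths differ, 366 regions were specific to P1-α2 in both lines and 2 to P2-α8 in both lines. Another 571 were specific to P2-α8 in Panc10.05 and to P1-α2 in BxPC3, and 39.2% favoured the same isoform. The 2 regions of P2-α8 were chosen after their values were seen: one inside MTSS1 (chromosome 8, 124630863 to 124631659 in Panc10.05), at percentiles 98.0 and 98.7 in Panc10.05 and 65.9 and 66.1 in BxPC3, and one inside COBL (chromosome 7, 51081178 to 51081699).

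The upstream HNF4A site was the only one of 1619 regions at or above the 80th percentile in all sgNC and sgP1 pan-HNF4α lists that was missing from both sgP2 lists, or 0.0618%. That argues against shorter or weaker sgP2 lists. The nearest sgP2 peak lay 44.3 kb away, which argues against a shifted or split peak. In the reverse direction 0 of 1759 such regions were missing from sgP1 and 0 of 1454 from sgNC. A candidate explanation is that CRISPRi at the P2 promoter may block HNF4α binding there or change the chromatin locally; guide positions were not used here, and this was not tested. Effects of the input control at this site also remain open.

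With the P1-specific antibody, 196 of the 200 regions in both sgNC lists were in at least 1 sgP2 list, and 2% were in neither, which argues against different sites. The 191 regions in all 4 lists had a median percentile of 96.0 in the sgP2 lists, against 65.0 for all 2900 regions in both sgP2 lists. These shared regions thus ranked mostly among the strongest sgP2 sites; peaks found in only 1 sgNC list were not part of this comparison. This is what lower depth or yield of the sgNC libraries would give, and also what less P1 isoform in sgNC could give, so these cannot be told apart without depth. Of the sgP2 pan-HNF4α peaks above the 90th percentile, 93.9% and 92.0% in the replicates had a peak in both P1-antibody lists, against 7.49% and 11.97% in sgNC. The sgNC shares could hardly be larger, since 200 regions in both P1-antibody lists face 2429 and 1512 such pan-HNF4α peaks. This contrast therefore follows from list length and adds no evidence on P1 isoform binding.

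Peaks under 2.5-fold enrichment made up 4.30% and 9.23% of the sgNC P1-antibody lists, 2.40% and 1.02% of the sgP2 P1-antibody lists and 0.148% to 0.476% of the AsPC1 pan-HNF4α lists. If they came from background shared by all libraries, they would be found in the Panc10.05 and BxPC3 lists more often than other peaks. This was so in 0 of the 10 AsPC1 lists. That decides nothing, because the Panc10.05 and BxPC3 lists have a stricter threshold and the peaks compared with include sites shared between lines, so background stays open. No biological explanation was tested.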
